A study of Danio rerio with 4 samples.

How the data were processed

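Single-cell RNA sequencing was done on cells sorted for dTomato from the telencephalon of adult zebrafish aged 3 to 7 months that carried a GFAP:dTomato transgene, a reporter for radial glia. Per the labels' protocols, 7 telencephalons were pooled for each condition, 9000 to 20000 dTomato-positive cells were collected, and libraries were made with the 10x Chromium 3' v3 kit (cDNA amplified for 12 cycles, then indexed for 15). The deposited values are UMI counts per gene and cell barcode, with no normalization, made with Cell Ranger and the GRCz11 genome per the file headers and the series text. The series text and the matrix headers name different Cell Ranger versions, so the version is uncertain. The annotation release and the cell-calling settings are stated in neither. Each of the 4 libraries had its own matrix of 25107 features, and no genome or annotation was used here, so no coordinates are given. The transgenes were not among the features.

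The 4 libraries form a layout of injury by MTZ with 1 library per group: uninjured, injured, uninjured with MTZ, and injured with MTZ. Injury was a stab lesion examined at 3 days. MTZ is metronidazole, which kills cells that make nitroreductase. The libraries with MTZ came from fish that also carried nitroreductase and EYFP under the mpeg1 promoter, which is active in microglia and macrophages, so MTZ, strain and pool of fish could not be separated. The treatment label says stab lesioned for every library, against the titles, and groups were taken from the titles. Throughout, a group's name means the library labelled so.

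Before the data were examined, the filters, comparisons, gene lists, marker lists, rule for naming genes and most alternatives were fixed. The thresholds for naming clusters, and the alternatives named as added, were chosen after seeing the data.

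Symbols that stood for over 1 Ensembl identifier (518) were summed, which left 24435 symbols. Cells with under 300 genes or over 25% mitochondrial UMIs were left out. Doublets were taken as the top 0.8% of cells per 1000 barcodes of each library by Scrublet score (scanpy 1.11.5), which left out 51 cells, and 4732 of 4857 barcodes were kept. All libraries were clustered together without integration, since library and group are the same thing. Counts were normalized per cell and log-transformed, 2000 variable genes and 30 principal components were used with 15 neighbours, and Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9) gave 22 clusters. Proliferation, immediate early, mitochondrial and ribosomal protein genes were kept out of the clustering.

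Clusters were named from marker lists for radial glia, cycling progenitors, immature neurons, mature neurons, microglia or macrophages, neutrophils, T or NK cells, oligodendrocytes, oligodendrocyte precursors, endothelial, mural, fibroblast, erythrocyte, ciliated or ependymal, and epithelial cells. A cluster took the name of the list with at least 3 markers among its 50 leading genes by fold over all other cells. A cluster left without a name was called radial glia-like if at least 2 radial glia markers, and more than of any other list, stood among its 10 leading genes against the mature neuron-like and microglia-like clusters, and at least 8 of the radial glia markers had a UMI in at least 50% of its cells. This gave 14 radial glia-like clusters. In 2 of these, 1 marker of another list and none of the radial glia list stood among the 10 leading genes over all other cells, and 2 others had few UMIs per cell and no radial glia marker there. Results without these 4 clusters are given as an added alternative. The names are therefore written as radial glia-like and so on, and 4 clusters kept no name.

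UMIs were summed over the radial glia-like cells of each library and expressed as CPM of that library's total in those cells. Ratios of CPM between 2 libraries carry exact conditional binomial 95% intervals, shares of cells carry exact Clopper-Pearson 95% intervals, and CPM values exact Poisson 95% intervals. These intervals cover counting error only. No share was tested, and no p-value or standard error is given, because there was 1 library per group and cells are not replicates. A class absent from a library was read against a floor of 3 counts. The spread of a comparison is the interquartile range of log2 ratios over genes with at least 100 UMIs in the 2 libraries. Its half-width, and those of list medians and of the correlation, come from 200 Poisson redraws of the counts, and log2 ratios used there have a prior count of 0.5.

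The 13 gene lists were proliferation, S and G2/M gate, Notch and quiescence, neuronal differentiation, STAT3 pathway, beta-catenin pathway, TNF and NF-kB, interferon and antigen presentation, reactive glia, immediate early, heat shock, glycolysis and hypoxia, and cholesterol synthesis. All members of the S and G2/M gate are also in the proliferation list, and the proliferation list is also the cycling progenitor marker list. The radial glia marker list shares id1, her4.1 and her4.2 with the Notch list and gfap and mdka with the reactive glia list. Members with at least 20 UMIs over the 4 libraries were used. A list's median was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries.

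A cell was called proliferating if it had UMIs of at least 2 S and G2/M gate genes after thinning to 1000 UMIs, and shallower cells were left out. The number of such cells was the mean over 100 thinnings. In each comparison, genes with at least 100 UMIs were ranked by the bound of the interval nearest to no change, and the first 5 higher and first 5 lower were named if that bound was beyond 1.5-fold. Genes over 5 times higher in another named class of at least 20 cells were left out. An added rule also left out genes of which 1 cell held over 10% of the UMIs in the library where the gene was higher.

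The ratio intervals and the naming rule were tested on simulated counts, with 200 of 24435 genes changed by known folds. The counts were Poisson draws from the mean over the libraries, so coverage near 95% and few false calls follow from the simulation. Counts gathered in single cells, clustering, doublets and the proliferating share were not simulated. The rules that left out genes higher in another class or resting on 1 cell were not part of it either. The 95% intervals covered the true ratio in 95.7% of the 6295 genes over the minimum for injury without MTZ. They covered 95.8% of 7206 genes for injury with MTZ, 95.8% of 7560 genes for MTZ after injury, and 95.7% of 5788 genes for MTZ without injury. Of genes changed 4-fold, the interval lay beyond 1.5-fold in 83.8%, 83.9%, 91.3% and 86.9% for these comparisons in that order, and 0 unchanged genes passed that bound. The naming rule picked 10 of 10 genes among the changed ones in each comparison.

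The alternatives were other cell filters, doublet settings and clustering resolutions, CPM without mitochondrial and ribosomal protein genes, median-of-ratios and TMM size factors (edgeR 4.0.16, R 4.3.3), and the mean of each cell's CPM. Further ones were thinned cells, all cells of the library, cells with UMIs of both gfap and fabp7a, other UMI minimums, and other depths and gate sizes for the proliferating share. The added ones gave equal weight to the radial glia-like clusters with at least 20 cells in every library, left out the clusters described above, counted each gene at most once per cell, or left out genes resting on 1 cell. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. List members dcx, lect2.1, nkl.2, trac, pifo and rnf43 were absent from the features and were not used here.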

Results

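Gene expression was measured in single cells sorted for the radial glial reporter GFAP:dTomato from the adult zebrafish telencephalon. The libraries came from uninjured fish, injured fish at 3 days after a stab lesion, uninjured fish with MTZ, and injured fish with MTZ. Each group was 1 library made from a pool of 7 telencephalons, so there were no replicates. Every difference below is therefore a difference between 2 libraries, without a replicate check, and the intervals cover counting error only. The fish given MTZ also carried nitroreductase in cells with an active mpeg1 promoter, so an effect of MTZ means here MTZ, strain and pool together. The uninjured library held 2942274 UMIs in 741 barcodes and the injured library 5388743 UMIs in 1097 barcodes. The uninjured library with MTZ held 3639735 UMIs in 1362 barcodes and the injured library with MTZ 7541363 UMIs in 1657 barcodes. Median UMIs per barcode were 3335 in the uninjured library, 3939 in the injured library, 2510 in the uninjured library with MTZ and 3903 in the injured library with MTZ. After filtering, 727, 1068, 1333 and 1604 cells remained in these libraries in that order.

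MTZ with nitroreductase is meant to remove mpeg1-expressing cells, and the stray microglia or macrophages among the sorted cells gave a check of the labels. Over all cells of a library, mpeg1.1 stood at 0 CPM in the uninjured library (0 UMIs, upper bound 1.27). It stood at 2.09 CPM (1.04 to 3.74) in the injured library, at 6.69 CPM (4.28 to 9.95) in the uninjured library with MTZ and at 16.8 CPM (13.9 to 20.0) in the injured library with MTZ. Microglia-like cells made up 0.138% of cells (1 cell; 0.0035 to 0.764%) in the uninjured library and 0.468% (5 cells; 0.152 to 1.09%) in the injured library. They made up 5.03% (67 cells; 3.92 to 6.34%) in the uninjured library with MTZ and 2.0% (32 cells; 1.37 to 2.80%) in the injured library with MTZ. Both measures were thus higher in the libraries labelled with MTZ, the opposite of removal, and they gave no check that MTZ had removed these cells. The sort kept dTomato-positive cells, so the measures do not give the number of microglia in the brain. The 67 cells had a median of 601 UMIs and the 32 cells a median of 8455.5 UMIs. Among cells with at least 800 genes and at most 10% mitochondrial UMIs, the share in the uninjured library with MTZ was 1.02%, the alternative that moved these shares most.

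Radial glia-like cells made up 92.0% of cells (89.8 to 93.9%) in the uninjured library and 88.5% (86.4 to 90.3%) in the injured library. They made up 91.4% (89.8 to 92.9%) in the uninjured library with MTZ and 77.9% (75.8 to 79.9%) in the injured library with MTZ. Without the 4 clusters whose name failed against all other cells, the shares were 81.4%, 72.0%, 58.9% and 70.4%, which put the uninjured library with MTZ lowest. That alternative moved the first 3 most, and the injured library with MTZ moved most with no filter on cells, to 65.0%. Cycling progenitor-like cells made up 2.61% of cells (1.58 to 4.05%) in the uninjured library and 5.52% (4.23 to 7.07%) in the injured library. They made up 1.05% (0.575 to 1.76%) in the uninjured library with MTZ and 3.93% (3.03 to 5.0%) in the injured library with MTZ. Their number depended on the filter. With no filter on cells they numbered 41 and 107 in the uninjured and injured libraries, and 35 and 118 in those with MTZ. With at least 800 genes and at most 10% mitochondrial UMIs, clusters 5 and 11 of that clustering took this name. They held 35 and 5 cells of the uninjured library and 51 and 6 of the uninjured library with MTZ. Ciliated or ependymal-like cells made up between 1.38% (0.662 to 2.52%) in the uninjured library and 2.90% (1.98 to 4.09%) in the injured library, with 1.65% and 1.56% in the uninjured and injured libraries with MTZ. These shares depended on the clustering. At Leiden resolution 2 a further cluster took this name, with 13 and 52 cells of the uninjured and injured libraries. It held 25 and 83 cells of the uninjured and injured libraries with MTZ. Mature neuron-like cells made up 1.1% (0.476 to 2.16%) in the uninjured library, 1.5% (0.859 to 2.42%) in the injured library and 0.375% (0.122 to 0.873%) in the uninjured library with MTZ. In the injured library with MTZ they made up 7.92% (6.64 to 9.35%). Cells in unnamed clusters made up 2.75%, 1.12%, 0.450% and 6.73% in the uninjured library, the injured library, the uninjured library with MTZ and the injured library with MTZ. No cluster was named for immature neurons, neutrophils, T or NK cells, oligodendrocytes, oligodendrocyte precursors, endothelial, mural, fibroblast, erythrocyte or epithelial cells in the clustering as reported. Under alternatives, an endothelial cluster was named at Leiden resolution 2 (41 cells, 37 in the injured library with MTZ), with no filter on cells (41 cells, 37 in that library) and with at least 800 genes (10 cells, all in that library). A fibroblast cluster was named with no filter on cells (26 cells, 24 in that library).

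**Figure D1:**
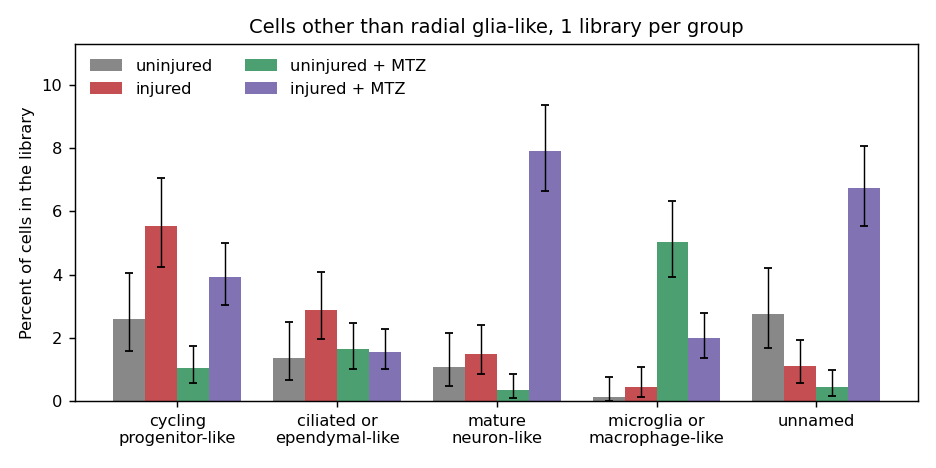
Share of cells of each class other than radial glia-like (percent of cells in the library) in the 4 libraries, 1 per group; bars are shares and lines are exact 95% intervals for counting error. Mature neuron-like cells reached 7.92% in the injured library with MTZ, against 1.5% or less in the others, and microglia-like cells reached 5.03% in the uninjured library with MTZ.

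Whether the lesion was followed by proliferation was measured from UMIs of S and G2/M genes in radial glia-like and cycling progenitor-like cells thinned to 1000 UMIs. Cells with UMIs of at least 2 such genes made up 2.30% (15 of 652 cells; 1.29 to 3.77%) in the uninjured library and 8.42% (81 of 962; 6.74 to 10.4%) in the injured library. They made up 2.30% (20 of 868; 1.41 to 3.54%) in the uninjured library with MTZ and 6.97% (87 of 1248; 5.62 to 8.53%) in the injured library with MTZ. The share in the injured library was 3.66 times that in the uninjured library, and with MTZ the ratio was 3.03. The intervals of the injured libraries lay above those of the uninjured libraries both without and with MTZ. In radial glia-like cells alone the shares were 0.315% (2 cells; 0.0382 to 1.13%) in the uninjured library and 3.43% (31 cells; 2.34 to 4.83%) in the injured library. They were 1.05% (9 cells; 0.482 to 1.99%) and 2.78% (33 cells; 1.92 to 3.89%) in the uninjured and injured libraries with MTZ, and these last intervals overlapped. The share in the injured library with MTZ was 0.828 times that in the injured library, and these intervals overlapped, so a difference was not detectable at this depth. Thinning left out 36, 42, 365 and 64 cells with under 1000 UMIs in the uninjured library, the injured library, the uninjured library with MTZ and the injured library with MTZ. Before thinning, the shares were 5.09%, 16.2%, 3.81% and 13.6% in the same order. The same share in mature neuron-like cells, taken as background, was 0 of 147 cells over all libraries, which allows up to 2.04%, at a median of 3820 UMIs against 3922.5 UMIs in the cells above. In microglia-like cells the share was 1 of 44 cells. Counting cells with at least 1 gate gene moved the shares most, to 8.44%, 18.1%, 9.56% and 17.0%.

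**Figure D2:**
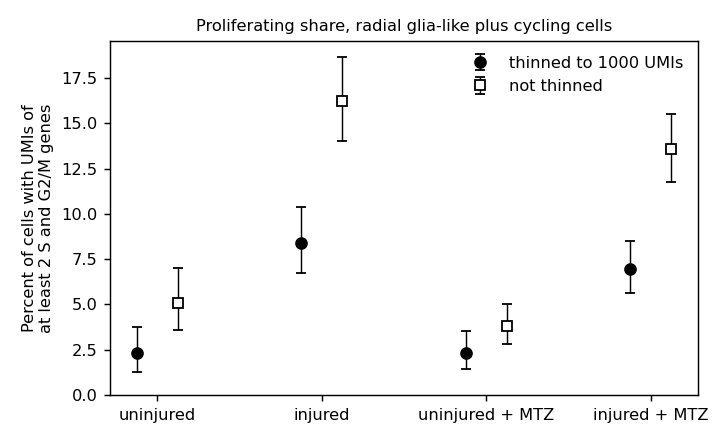
Percent of radial glia-like and cycling progenitor-like cells with UMIs of at least 2 S and G2/M genes in each library; filled circles are cells thinned to 1000 UMIs, open squares are cells not thinned, and lines are exact 95% intervals for counting error. The thinned shares were 8.42% and 6.97% in the injured libraries without and with MTZ and 2.30% in both uninjured libraries.

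The next comparisons used UMIs summed over the radial glia-like cells: 2594172 UMIs in 669 cells of the uninjured library, 4332782 in 945 cells of the injured library, 3352850 in 1219 cells of the uninjured library with MTZ and 5603433 in 1249 cells of the injured library with MTZ. The comparison of the injured with the uninjured library addressed the response of radial glia to the lesion. Log2 CPM ratios of 6419 genes had an interquartile range of 0.596 (half-width 0.0137), against 0.207 from sampling alone. Counting each gene at most once per cell moved this most, to 0.426. The median log2 ratio of all genes was −0.18 under CPM and 0.00 under TMM size factors, so list medians are also given relative to all genes.

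Genes of the interferon and antigen presentation list had a median log2 ratio of 2.2 (half-width 0.40; 15 members, 2.39 relative to all genes), against −0.46 to 0.17 for the central 95% of matched random lists. Weighting the clusters with at least 20 cells in every library equally moved this list most, to 0.87. That alternative left out clusters 10 and 18, which held 4 and 3 cells of the uninjured library and 149 and 145 of the injured library, so part of such a fall follows from its construction. The proliferation list had a median of 2.49 (half-width 0.56; 2.68 relative to all genes) and the S and G2/M gate 2.56 (half-width 0.51; 2.74 relative). The TNF and NF-kB list had a median of 1.23 (half-width 0.24; 1.42 relative), or 0.87 with its member at 0 UMIs set to its bound. The STAT3 pathway list had a median of 0.70 (half-width 0.14; 0.88 relative). Neuronal differentiation at 0.46 (half-width 0.48; 0.65 relative) and reactive glia at 0.26 (half-width 0.27; 0.44 relative) lay above the random lists but within counting error of 0. The cholesterol synthesis list fell, with a median of −2.06 (half-width 0.21; −1.88 relative) and 15 of 15 members lower. The Notch and quiescence list had a median of −0.65 (half-width 0.10; −0.47 relative). These 9 medians lay outside the central 95% of random lists. Over the alternatives the medians ranged from 0.81 to 2.70 for proliferation, from 0.83 to 2.76 for the S and G2/M gate and from 0.27 to 1.62 for TNF and NF-kB, each lowest with clusters weighted equally. They ranged from 0.51 to 0.90 for the STAT3 pathway, from −0.0829 to 0.84 for neuronal differentiation, from −0.0282 to 0.61 for reactive glia, from −2.18 to −1.35 for cholesterol synthesis and from −0.76 to −0.23 for Notch and quiescence. The beta-catenin pathway (−0.39), immediate early (−0.09), heat shock (0.18) and glycolysis and hypoxia (−0.07) lists lay inside it. Under TMM the immediate early median was 0.09 and the glycolysis and hypoxia median 0.11, so their direction depended on the scaling. Over the 4 comparisons, 29 of 52 list medians lay outside. Independent random lists would give 2.6. The real lists overlap and the comparisons share libraries, so the 52 medians are not independent and the 2.6 is no test of them.

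**Figure D3:**
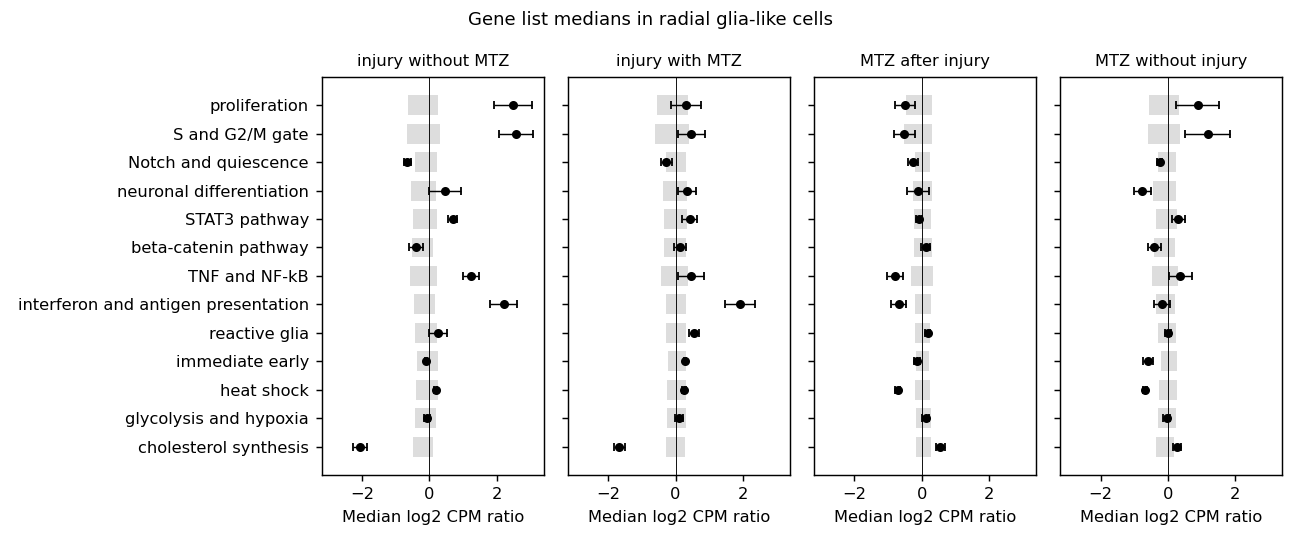
Median log2 CPM ratio of each gene list (x axis) in radial glia-like cells for the 4 comparisons, 1 library per group; points are medians, lines are half-widths for counting error, and grey bars are the central 95% of matched random lists. Interferon genes had medians of 2.2 and 1.92 after injury without and with MTZ, cholesterol synthesis genes −2.06 and −1.67, and heat shock genes −0.72 and −0.67 in the comparisons of MTZ after and without injury.

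Among named genes higher in the injured than the uninjured library, c7b (ENSDARG00000057121) stood at 336 against 1.93 CPM, a log2 ratio of 7.45 (6.22 to 9.07). The gene dhx58 (ENSDARG00000089463) stood at 198 against 1.54 CPM, a log2 ratio of 7.01 (5.64 to 8.89). Over the alternatives c7b ranged from 3.87 to 7.79 and dhx58 from 3.04 to 7.28. The others were lin28a, with 501 UMIs against 1 and a log2 ratio of 8.23 (5.74 to 13.5), mmp9, with 461 UMIs against 1 and a log2 ratio of 8.11 (5.62 to 13.4), and ccl19a.1 at 6.10 (5.39 to 6.91). In the injured library, 1 cell held 10.2%, 20.0% and 15.0% of the UMIs of these 3 genes. Over the alternatives lin28a ranged from 4.13 to 8.08, mmp9 from 2.21 to 9.21 and ccl19a.1 from 2.19 to 7.40. The gene mmp9 is also in the neutrophil marker list. Under the added rule that left out genes resting on 1 cell, ifit10 (at least 36.2-fold), helz2 at 6.49 (5.13 to 8.37) and CABZ01073795.1 at 5.75 (5.12 to 6.46) took their places. The named genes lower after injury were hmgcs1 (ENSDARG00000103025) at −2.60 (−2.83 to −2.37), ebp at −2.78 (−3.28 to −2.31), cyb5r2 at −2.95 (−3.77 to −2.20), cyp51 at −2.42 (−2.68 to −2.17) and nsdhl at −2.74 (−3.35 to −2.17).

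The comparison of the injured with the uninjured library, both with MTZ, addressed the injury response where mpeg1-expressing cells were targeted. Log2 ratios of 7116 genes had an interquartile range of 0.600 (half-width 0.0127), against 0.197 from sampling alone. The interferon and antigen presentation list had a median of 1.92 (half-width 0.45) and cholesterol synthesis −1.67 (half-width 0.17). Reactive glia stood at 0.55 (half-width 0.15), the S and G2/M gate at 0.47 (half-width 0.40), TNF and NF-kB at 0.47 (half-width 0.39) and the STAT3 pathway at 0.42 (half-width 0.21). These 6 lists lay outside the central 95% of random lists. The TNF and NF-kB median was −0.12 over all cells of the library and −0.04 over cells with UMIs of both gfap and fabp7a. The S and G2/M gate median was −0.20 with clusters weighted equally and 1.79 over cells with UMIs of both gfap and fabp7a. Proliferation (0.31), Notch and quiescence (−0.28), neuronal differentiation (0.33), beta-catenin pathway (0.12), immediate early (0.28), heat shock (0.25) and glycolysis and hypoxia (0.10) lay inside the range of random lists. Over the alternatives the medians ranged from −0.26 to 1.66 for proliferation, from 0.21 to 2.0 for neuronal differentiation, from 0.0512 to 0.66 for reactive glia and from 0.12 to 0.51 for the STAT3 pathway. The highest of these for proliferation was over cells with UMIs of both gfap and fabp7a, and for neuronal differentiation over all cells of the library.

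For each of the 5 genes named as higher in this comparison, 1 cell of the injured library with MTZ held over 10% of the UMIs. For cd59 (812 UMIs against 1), plp1b (488 against 2) and mpz (224 against 1), 1 cell of the injured library with MTZ held 99.9%, all and 99.6% of the UMIs. Their log2 ratios were 8.92 (6.44 to 14.2), 7.19 (5.33 to 10.2) and 7.07 (4.57 to 12.4). For zgc:158404 (at least 26.6-fold) 1 cell held 68.7%, and for si:ch211-183d5.2 at 6.67 (5.30 to 8.55), with UMIs in 149 cells, 1 cell held 17.7%. Under the added rule the named genes were mxb (at least 22.6-fold), CABZ01073795.1 at 6.07 (4.2 to 9.13) and si:dkey-188i13.9 at 4.37 (3.61 to 5.25). The others were zgc:152658 at 5.25 (3.37 to 8.31) and isg15 (ENSDARG00000086374) at 3.6 (3.30 to 3.91). The genes named as lower were zgc:158463 at 259 against 1610.3 CPM, a log2 ratio of −2.63 (−2.72 to −2.55), FO704772.3 at −5.92 (−7.82 to −4.53), cox7a1 at −5.28 (−6.93 to −4.01), slco1f3 at −2.95 (−3.53 to −2.41) and grm3 at −2.65 (−3.00 to −2.32).

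Across 9167 genes, the log2 injury ratios without and with MTZ, which share no library, had a Pearson correlation of 0.502 (half-width 0.0144) and a Spearman correlation of 0.359. Simulated unchanged libraries gave a Pearson correlation between −0.0226 and 0.0282. Genes are not independent replicates. In all, 61.5% of genes had the same direction in both, with 2003 higher in both, 3633 lower in both and 3531 opposite. Weighting clusters equally moved the correlation most, to 0.227.

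The comparison of the injured library with MTZ against the injured library addressed the effect of MTZ on injured radial glia. Log2 ratios of 7426 genes had an interquartile range of 0.492 (half-width 0.011), against 0.189 from sampling alone. TNF and NF-kB genes had a median of −0.79 (half-width 0.23), heat shock genes −0.72 (half-width 0.06), interferon and antigen presentation genes −0.69 (half-width 0.23), proliferation genes −0.50 (half-width 0.31) and Notch and quiescence genes −0.26 (half-width 0.14). Cholesterol synthesis genes had a median of 0.55 (half-width 0.13). These 6 lists lay outside the central 95% of random lists. The interferon median was 0.17 with clusters weighted equally, which left out cluster 18, led by mmp9, ccl19a.1 and dhx58, and the proliferation median was 0.0219 and the S and G2/M gate median 0.0299 over cells with UMIs of both gfap and fabp7a. With clusters weighted equally the TNF and NF-kB median was −0.0933, and over the alternatives the cholesterol synthesis median ranged from 0.0548 to 0.61 and the Notch and quiescence median from −0.48 to −0.15. The neuronal differentiation median was 0.72 over all cells of the library. The S and G2/M gate (−0.52), neuronal differentiation (−0.11), STAT3 pathway (−0.08), beta-catenin pathway (0.12), reactive glia (0.18), immediate early (−0.14) and glycolysis and hypoxia (0.12) lists lay inside the range. Among named genes, BX511067.1 (ENSDARG00000111788) was at least 21.6-fold higher, with 105 UMIs in 99 cells against 0. The other genes named as higher were plp1b (at least 102-fold), cd59 at 4.65 (4.08 to 5.29), mpz at 5.11 (3.87 to 6.75) and cldnk at 6.33 (3.82 to 11.6). Nearly all UMIs of these genes lay in the cell described above. Of those named as lower, FO704772.3 stood at −5.33 (−7.22 to −3.93). The gene sst1.1 stood at −6.96 (−8.59 to −5.73), with 478 of 481 UMIs of the injured library in 1 cell, and it stood at 0.26 with Leiden resolution 0.5. The genes si:dkey-79f11.10 at −5.71 (−7.04 to −4.65), mmp9 at −4.63 (−5.29 to −4.04) and CR762483.1 at −4.15 (−5.24 to −3.22) had 21.8%, 20.0% and 19.7% of their UMIs in 1 cell of the injured library. With clusters weighted equally, si:dkey-79f11.10 stood at 2.68, and without the 4 clusters whose name failed, mmp9 stood at −0.03. Under the added rule, scinlb at 4.06 (2.89 to 5.53), ptgr1 at 2.02 (1.71 to 2.35), cdk5r2b at 2.01 (1.60 to 2.45) and adrb2a at 1.64 (1.43 to 1.86) were named as higher. CABZ01073795.1 at −3.37 (−3.57 to −3.17), helz2 at −3.21 (−3.56 to −2.88), ccl39.7 at −3.69 (−4.69 to −2.84) and nppc at −2.72 (−2.87 to −2.57) were named as lower.

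The comparison of the uninjured library with MTZ against the uninjured library addressed the effect of MTZ without a lesion. Log2 ratios of 5910 genes had an interquartile range of 0.555 (half-width 0.014), against 0.206 from sampling alone. The S and G2/M gate had a median of 1.18 (half-width 0.67), proliferation 0.89 (half-width 0.63), TNF and NF-kB 0.37 (half-width 0.34; 0.33 with its member at 0 UMIs at its bound), STAT3 pathway 0.31 (half-width 0.19) and cholesterol synthesis 0.27 (half-width 0.11). Lower medians were those of neuronal differentiation at −0.76 (half-width 0.26), heat shock at −0.67 (half-width 0.07) and immediate early at −0.60 (half-width 0.16). These 8 lists lay outside the central 95% of random lists. Over cells with UMIs of both gfap and fabp7a, the S and G2/M gate median was 0.0391, the proliferation median 0.0615 and the TNF and NF-kB median −0.12. With each gene counted at most once per cell the immediate early median was 0.25, and with clusters weighted equally the cholesterol synthesis median was −0.30. That weighting left out cluster 6, with hmgcs1, sc5d and cyp51 among its leading genes. Notch and quiescence (−0.24), beta-catenin pathway (−0.40), interferon and antigen presentation (−0.17), reactive glia (−0.01) and glycolysis and hypoxia (−0.03) lay inside the range, and under TMM the last 2 stood at 0.11 and 0.09. The named genes higher with MTZ were cox7a1 (ENSDARG00000069464) at 34.6 against 1.16 CPM, a log2 ratio of 4.90 (3.32 to 7.2), ddx11 at 3.17 (2.40 to 4.03), si:ch211-106f21.1 at 2.42 (1.95 to 2.92), rtn1b at 2.04 (1.86 to 2.23) and scinlb at 2.51 (1.75 to 3.37). The named genes lower with MTZ were CT956002.2 at −2.80 (−3.16 to −2.45), si:dkey-25o1.7 at −2.65 (−3.28 to −2.07), pcyt1bb at −2.61 (−3.21 to −2.04), selenou1b at −2.28 (−2.62 to −1.96) and si:ch211-237l4.6 at −1.99 (−2.22 to −1.76). The added rule named the same 10 genes.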

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

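The tests of scaling for the gene lists and single genes, of depth for the gene lists, of the choice of cells, of clusters led by related genes, of the sort, of free RNA and of RNA from 1 cell were chosen only after the results were seen. With 1 library per group, no difference between effects was tested, and MTZ, strain and pool remain open and untested explanations for every item here.

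The MTZ effect on 3 gene lists went in opposite directions with and without injury, each beyond counting error as reported. For TNF and NF-kB without injury this held only with the prior count. With its member at 0 UMIs at its bound, that median was 0.33, within the half-width of 0.34. The MTZ effect without injury exceeded that after injury by 1.39 (log2) for proliferation, 1.7 for the S and G2/M gate and 1.16 for TNF and NF-kB, and these differences were not tested. Scaling of the libraries was argued against as the whole cause. Under TMM size factors the S and G2/M gate stood at −0.50 after injury and 1.30 without it, and TNF and NF-kB at −0.77 and 0.49. Depth of the cells was argued against for TNF and NF-kB after injury, which stood at −0.84 with cells thinned to 1000 UMIs. Without injury the thinned medians were 0.39 for TNF and NF-kB and 0.748 for the S and G2/M gate. Counting error was not computed for thinned cells. Before thinning, the half-widths of these medians without injury were already 0.34 and 0.67, so depth stays open there. After injury the thinned S and G2/M gate stood at −0.0706, so depth may account for that part. The choice of cells could account for most of the pattern. Over cells with UMIs of both gfap and fabp7a, proliferation stood at 0.0219 after injury and 0.0615 without it, the S and G2/M gate at 0.0299 and 0.0391, and TNF and NF-kB at −0.117 without injury. TNF and NF-kB after injury stayed at −0.82 there, which argued against the choice of cells for that part under this alternative. The border drawn between cycling and radial glia-like cells was argued against as the whole cause after injury, where the gate over both classes together stood at −0.25 (half-width 0.188). In radial glia-like cells alone it stood at −0.52 (half-width 0.309), so the border may account for part. Without injury the gate over both classes together was 0.0872 (half-width 0.350), so the higher gate there may reflect cycling cells counted as radial glia-like. For TNF and NF-kB after injury, the median was −0.187 without the clusters whose name failed against all other cells. Those clusters were made with related genes, so a shift in cluster mix and a shift within cells cannot be told apart.

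The immediate early list was lower after injury without MTZ and higher with it, a difference of 0.37 (log2) that was not tested. Under TMM size factors the medians were 0.0907 and 0.36, both above 0, so scaling of the libraries may account for the opposite directions.

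The effects on cd59, plp1b and mpz were also of opposite direction. The injury effect with MTZ exceeded that without by 9.29, 12.56 and 8.52 (log2) for these genes in that order, and the MTZ effect without injury differed from that after injury by −9.29, −12.56 and −8.52. These differences were not tested, and that of plp1b depends on the prior count because it had 0 UMIs in the injured library. At least 99.6% of each gene's UMIs in the radial glia-like cells of the injured library with MTZ lay in 1 cell. That cell held 16562 UMIs, 9 of 10 oligodendrocyte markers and 9 UMIs of fabp7a. A candidate explanation is 1 oligodendrocyte grouped with the radial glia-like cells, in cluster 18. This does not explain the lower values of these genes in the uninjured library with MTZ, at 1, 2 and 1 UMIs, than in the uninjured library, at 29, 15 and 13 UMIs. Those UMIs lay in 0.897%, 0.15% and 0.299% of the radial glia-like cells, so that part rested on few cells as well.

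Among other genes named in the comparisons of MTZ, MTZ effects of opposite direction were seen for helz2, nppc, adrb2a and si:ch211-237l4.6. The effect without injury differed from that after injury by 4.79, 4.57, −2.02 and −2.29 (log2) in that order, and these differences were not tested. The effects after injury were −3.21, −2.72, 1.64 and 0.30, and those without injury 1.72 (0.10 to 3.75), 1.87, −0.39 and −1.99. The value of helz2 without injury rested on 17 against 4 UMIs. Genes named only for injury also showed this. The gene grm3 stood at −0.74 (−1.14 to −0.33) after injury and 2.01 (1.63 to 2.41) without it. The same held for zgc:158463 at −1.63 and 0.82, and for cyp51 at 0.37 and −0.24. These were not examined further. Scaling of the libraries was argued against, since it moves all genes alike and the median log2 ratio of all genes was 0.0666 after injury and −0.0841 without it, nearer to 0 than the interval of any of the 4 genes. With each gene counted at most once per cell, 4 of 4 kept opposite signs. This argued against a few cells with many UMIs for the signs, but not for the sizes. After injury, nppc had UMIs in 7.85% of cells with MTZ and 10.6% without, so much of its −2.72 may rest on UMIs per cell. The same shares were 4.32% and 14.8% for helz2, 27.0% and 14.3% for adrb2a, and 20.4% and 16.5% for si:ch211-237l4.6. With thinned cells 3 of 4 kept opposite signs. No counting error was computed for the thinned values, so depth of the cells cannot be told apart from the other open explanations.

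The share of cells in all unnamed clusters fell with MTZ in the uninjured libraries and rose with it in the injured ones, a difference of −7.91 percentage points that was not tested. Different clusters made up the fall and the rise. The fall was in cluster 8, from 19 cells to 1, and the rise in clusters 19 to 21, from 3 cells to 96, which held 1 and 5 cells in the uninjured libraries without and with MTZ. In the injured library with MTZ, mature neuron-like cells made up 7.92% and unnamed clusters 6.73% of cells, above their shares in the uninjured library, although no profile comparison used these classes. Droplets that held free RNA only were argued against, since fabp7a stood at 338 CPM in the neuron-like and 1094 CPM in the unnamed cells. Doublets with radial glia-like cells were argued against, since these levels were 1.45% and 4.69% of that in radial glia-like cells. A sort that let in more cells without the reporter stays open. Against the injured library, the share was 5.29 times as high for neuron-like, 4.26 times for microglia-like and 5.99 times for unnamed cells. The unnamed ratio depended on the clustering. A further unnamed cluster held 105 and 150 cells of the injured libraries without and with MTZ with no filter on cells. Another held 63 and 102 at Leiden resolution 2, and both would lower that ratio. The GFAP promoter drives the reporter, and over the clusters other than radial glia-like the rise went with low gfap. Clusters with gfap under 20% of the level in radial glia-like cells rose 7.07-fold (4.65 to 11.2), from 24 to 255 cells. The others, which were the cycling, the ciliated and 1 unnamed cluster, changed 0.673-fold (0.504 to 0.897), from 99 to 100 cells. The sort may therefore explain the rise, but a change in the brain after MTZ in that strain would look the same in these data. Leading genes were gng8 and tac3a in cluster 19, ccl36.1 and rbp4 in cluster 20, and kiss1 and gpr139 in cluster 21. Which cell types and which tissue these clusters came from was not tested, so other causes stay open as well.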

How the results depend on the processing

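The alternatives named below as added were chosen only after the results were seen, and the others before. No paired analysis was possible because there was 1 library per group and the fish were pooled. Where the cause of a change is not given, the cause was not tested.

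Under the alternatives fixed in advance, 117 values of the main results stayed within the counting error of the value as reported, or within 1.5 times it for a count, and 65 moved. Under the added alternatives 9 stayed and 18 moved. None of these changed the order of the injured over the uninjured proliferating share, whose ratio without MTZ ranged from 2.14 to 4.65 and with MTZ from 1.78 to 3.56. The 40 ratios of named genes under 16 alternatives gave 640 values, of which 520 stayed, 100 moved and 20 had the opposite sign, for 8 of the ratios. The 52 list medians under 17 alternatives gave 884 values. Counting as reversed only medians beyond counting error as reported, 667 stayed, 197 moved and 20 reversed, for 14 of the medians. Of all 884, 55 had the opposite sign, for 24 of the medians. The interferon medians for injury ranged from 0.87 to 2.41 without MTZ and from 1.13 to 2.04 with MTZ. The cholesterol medians for injury ranged from −2.18 to −1.35 without MTZ and from −1.80 to −0.96 with MTZ. Of the 52 list medians, 23 to 34 lay outside the central 95% of random lists.

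The radial glia-like share in the uninjured library, the injured library, the uninjured library with MTZ and the injured library with MTZ, in that order, was 87.2%, 74.3%, 88.7% and 65.0% with no filter on cells. It was 87.3%, 78.6%, 88.3% and 69.5% with at least 800 genes and at most 10% mitochondrial UMIs, 88.8%, 82.7%, 89.3% and 73.4% with all cells kept, and 89.4%, 75.7%, 89.2% and 65.4% at Leiden resolution 2. With 3 times as many doublets left out it was 89.4%, 84.1% and 74.6% in the uninjured library, the injured library and the injured library with MTZ. In the added alternative without the clusters whose name failed against all other cells it was 81.4%, 72.0%, 58.9% and 70.4%, lower by construction. With at least 800 genes and at most 10% mitochondrial UMIs, the microglia-like share in the uninjured library with MTZ was 1.02%, since most of these cells had too few genes to pass.

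The proliferating share in the 4 libraries, in the same order, was 4.44%, 13.4%, 3.87% and 10.0% thinned to 2000 UMIs, 5.09%, 16.2%, 3.81% and 13.6% not thinned, 8.44%, 18.1%, 9.56% and 17.0% with at least 1 gate gene, and 1.07%, 4.99%, 1.27% and 4.25% with at least 3 gate genes. Thinned to 500 UMIs it was 5.08%, 1.30% and 4.50% in the injured library, the uninjured library with MTZ and the injured library with MTZ. More UMIs or a looser gate raise it by construction.

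The interquartile range of log2 ratios for injury without MTZ, 0.596 as reported, was 0.573 with no filter on cells, 0.578 with at least 800 genes and at most 10% mitochondrial UMIs, 0.581 at Leiden resolution 2, 0.639 over all cells of the library, 0.655 over cells with at least 1 UMI of both gfap and fabp7a, 0.689 with each cell thinned to 1000 UMIs and 0.654 as the mean over cells of each cell's CPM. In the added alternatives it was 0.576 without the clusters whose name failed, 0.456 with clusters weighted equally and 0.426 with each gene counted at most once per cell. For injury with MTZ, 0.600 as reported, it was 0.724 over all cells, 0.632 over cells with both genes and 0.726 as the mean of CPM. The added alternatives gave 0.614 with clusters weighted equally and 0.522 with each gene counted at most once per cell. For MTZ after injury, 0.492 as reported, it was 0.544 over all cells and 0.530 as the mean of CPM, and the added alternatives gave 0.508 with clusters weighted equally and 0.367 with each gene counted once. For MTZ without injury, 0.555 as reported, it was 0.601 with at least 800 genes, 0.580 over cells with both genes, 0.515 in thinned cells and 0.630 as the mean of CPM. The added alternatives gave 0.578 without the clusters whose name failed, 0.539 with clusters weighted equally and 0.482 with each gene counted once. All of these lay above 0.207, the highest of the 4 ranges from sampling alone, which was computed for the values as reported.

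The correlation of the injury ratios without and with MTZ, 0.502 as reported, was 0.467 at Leiden resolution 2, 0.379 over all cells of the library, 0.524 over cells with both gfap and fabp7a, 0.534 in thinned cells and 0.408 as the mean of CPM. It was 0.690 for genes with at least 1000 UMIs and 0.370 for genes with at least 20 UMIs. The added alternatives gave 0.418 without the clusters whose name failed, 0.227 with clusters weighted equally and 0.451 with each gene counted once. Of the 40 named genes, 25 were named again with genes of at least 20 UMIs, 22 as the mean of CPM, 23 over all cells of the library and, in the added alternative, 24 without genes resting on 1 cell.

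The immediate early median for injury without MTZ, −0.09 as reported, was 0.0273 for CPM without mitochondrial and ribosomal protein genes, 0.0907 with TMM size factors and 0.11 with median-of-ratios size factors, since these scalings raise every ratio of that comparison. It was 0.0804 with clusters weighted equally. The log2 ratio of sst1.1 for MTZ after injury was 0.26 at Leiden resolution 0.5, 0.25 with all cells kept, 0.26 over all cells of the library and 0.32 with at least 800 genes. The TNF and NF-kB median for injury with MTZ was −0.12 over all cells and −0.0354 over cells with both gfap and fabp7a. Over the cells with both genes, the medians were 0.0299 for the S and G2/M gate and 0.0219 for proliferation for MTZ after injury, and −0.12 for TNF and NF-kB for MTZ without injury. The heat shock median for injury with MTZ was −0.018 as the mean of CPM. The reactive glia median for MTZ after injury was −0.0563 at Leiden resolution 2.

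In the added alternative without the clusters whose name failed, the log2 ratios, with a prior count of 0.5, became −4.73 for cd59, −0.64 for cldnk, −1.87 for mpz and −0.64 for plp1b for MTZ after injury. They became −0.90 for cd59 and −2.48 for plp1b for injury with MTZ. These genes rested on 1 cell, which that alternative left out. With clusters weighted equally, which also left out that cell, cd59 stood at −0.32, cldnk at −0.67, mpz at −1.33 and plp1b at −0.67 for MTZ after injury and plp1b at −1.33 for injury with MTZ. That alternative kept 7 of the 14 radial glia-like clusters, with 41.1% of the radial glia-like cells of the uninjured library with MTZ. It left out clusters 10 and 18, which held most of their cells in the injured libraries. It also left out cluster 6, with hmgcs1, sc5d and cyp51 among its leading genes, which held most of its cells in the uninjured libraries. Changes in injury and cholesterol genes therefore follow in part from its construction. There si:dkey-79f11.10 stood at 2.68 and the interferon median at 0.17 for MTZ after injury, the S and G2/M gate median at −0.20 for injury with MTZ and the cholesterol median at −0.30 for MTZ without injury. With each gene counted at most once per cell, cd59 stood at −2.99, cldnk at −0.46 and mpz at −1.59 for MTZ after injury and plp1b at −1.22 for injury with MTZ, since 1 cell then counts once. In that alternative the heat shock median was −0.35 for injury with MTZ and −0.11 for injury without MTZ, and the immediate early median −0.44 for injury with MTZ and 0.25 for MTZ without injury. Genes with UMIs in most cells cannot rise further in it. There the Notch and quiescence median was 0.0092 for MTZ without injury and the reactive glia median −0.0567 for MTZ after injury.

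Depth limited the results in other ways. The uninjured library with MTZ had the lowest median UMIs per barcode, 2510, and 365 of its radial glia-like and cycling cells were left out of the proliferating share. The libraries held 727 to 1604 cells, so a class absent from a library was not excluded below a share of 0.413% in the uninjured library or 0.187% in the injured library with MTZ.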

Other observations

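The tests of the sort, free RNA, few UMIs, scaling, depth, cells with many UMIs, cluster mix, the whole library and exchanged labels were chosen only after the results were seen. Those of the yellow reporter, of RNA from microglia-like cells and of pool variants were chosen before, and that of strain variants after. For each pattern but the last, MTZ, strain and pool remain open and untested explanations.

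Microglia-like cells were more frequent in both libraries with MTZ, the treatment meant to remove them. Droplets that held free RNA only were argued against, since fabp7a in these cells stood at 8.59% of the level in radial glia-like cells in the uninjured library with MTZ. In the injured library with MTZ it stood at 0.547%. However, fabp7a had UMIs in 65 of the 67 cells of the uninjured library with MTZ, against 9 of 32 in the injured one. The gene mpeg1.1 had UMIs in 14 of the 67. A part from free RNA therefore stays open in the uninjured library with MTZ. A sort that let in more cells without the reporter was argued against in the uninjured library with MTZ, where the mature neuron-like share was 0.375%, lower than without MTZ. In the injured library with MTZ that share was 7.92%, so such a sort may account for the microglia-like cells there. In the uninjured library with MTZ the cells had few UMIs. Among cells with at least 800 genes the share was 1.02%, against 0.179% without MTZ. Whole cells of few UMIs and damaged ones cannot be told apart, because the stricter filter removes both. The NTR-EYFP strain marks these cells in yellow, and spill of the yellow reporter into the sort gate could bring them in. The features held 0 entries for either reporter, so this cannot be told apart from a change in cell number. For the same reason, labels with and without MTZ exchanged cannot be told apart from the labels as given, since 0 features for nitroreductase were there to show the strain.

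The interferon and antigen presentation list was lower in the injured library with MTZ than in the injured library. Scaling was argued against, with a median log2 ratio of −0.67 under TMM size factors. Depth was argued against, with −0.60 in thinned cells, and a few cells with many UMIs likewise, with −0.41 when each gene counted at most once per cell. RNA from microglia-like cells was argued against, since the rise of microglia markers after injury without MTZ, 106 CPM, was 0.373% of the 28423 CPM that the rise of the list would need. Over the 10 clusters with at least 20 cells in both injured libraries, weighted equally, the median was −0.157. The clusters were made with these genes, so a different mix of clusters and a lower response within cells cannot be told apart. Cluster 18, led by mmp9, ccl19a.1 and dhx58, held 145 cells of the injured library and 29 of the injured library with MTZ. One hypothesis, not tested beyond this, is that fewer radial glia may have entered a strong interferon response after MTZ.

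Heat shock genes were lower in both libraries with MTZ. Scaling was argued against, with medians of −0.70 after injury and −0.55 without it under TMM size factors. A condition of the whole library such as handling would lower the list in other classes too. It was lower in cycling progenitor-like cells, at −0.38 after injury and −1.08 without it, and in ciliated or ependymal-like cells, at −1.17 and −2.20. MTZ may have reached every cell of the fish as well, so handling and MTZ cannot be told apart. With each gene counted at most once per cell the medians were −0.21 and −0.0157, a measure that saturates for abundant genes.

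Genes with at least 100 UMIs in radial glia-like cells, at least 10 CPM in the highest library and at most 10% of their UMIs in 1 cell were compared between libraries. Of these, 90 were over 10-fold apart between 2 libraries. The 3 named here were chosen after their values were seen. The gene cox7a1 stood at 34.6 CPM in the uninjured library with MTZ and at 2.31 CPM or less in the others. FO704772.3 stood at 0.714 CPM in the injured library with MTZ and at 28.6 CPM or more in the others. BX511067.1 had 0 UMIs in both libraries without MTZ and 19.7 and 18.7 CPM in the uninjured and injured libraries with MTZ. A strain variant was argued against as the whole cause for cox7a1 and FO704772.3, since the libraries with MTZ, which share the strain, differed by −5.15 and −5.76 (log2, injured against uninjured). A plain effect of MTZ would likewise appear in both. For BX511067.1 that ratio was −0.0751, and a strain variant and an effect of MTZ cannot be told apart because strain and MTZ go together. A variant of 1 pool would change a gene in every cluster alike. A change of over 3-fold in the same direction was found in 4 of 4 clusters tested for cox7a1, 5 of 5 for FO704772.3 and 4 of 4 for BX511067.1. Genes higher after injury also passed, such as c7b in 3 of 3 clusters, so a pool variant and regulation cannot be told apart by this.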
